A study of Mus musculus with 8 samples.

How the data were processed

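Poly-A RNA sequencing libraries were made from 8 mouse knee joints, 4 labelled control and 4 labelled knockout. Per the labels, the mice carried a Cre recombinase driven by the aggrecan gene (Acan) together with Loxl2 alleles flanked by loxP sites, so that Loxl2 is deleted in cells that express Cre, which include the chondrocytes of cartilage. The labels call the control samples vehicle-treated. The library names carry DMM, which the labels do not spell out and which usually stands for destabilisation of the medial meniscus, a surgical model of joint injury in which a ligament of the meniscus is severed, and the series title speaks of post-traumatic injury. Per the labels, RNA was extracted with TRIzol and a column kit, about 400 ng was used, messenger RNA was captured on poly-T beads, and cDNA was primed with random hexamers.

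The deposited values are 1 number per gene and library and are treated here as a normalised signal, the size-factor-scaled read count of the gene. Per the labels, the authors aligned the reads to the mouse genome build mm10, counted them per gene with featureCounts, and used DESeq2 for normalisation, filtering and testing. Software versions, the annotation, the use of strand in counting and the filter values are not stated in the labels. The deposited table was checked against that description. In each of the 8 columns 100% of the values were whole multiples of the column's smallest positive value, and size factors recomputed from those whole numbers by the median of ratios equalled the inverse of that step, from 0.913 in control replicate 4 to 1.17 in knockout replicate 2. In control replicate 2 and knockout replicate 1 the step was 1.01 and 0.997, so close to 1 that the step alone carries little information there. The smallest sum of recovered reads over the 8 libraries was 10 among the 20681 genes of the table. The whole-number reads so recovered came to 13991000 to 17411617 per library. Of the value columns, 0 could not be mapped to a sample.

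Gene symbols were matched to GENCODE release M21, whose coordinates are on the same build as mm10. A total of 20520 rows (99.2%) matched, and coordinates, overlapping genes, GC content and gene length were taken from that annotation. In the table, 12 names occurred more than once, and 23 names were whole numbers between 44986 and 45180, which were kept as they stood and are not named as genes.

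The samples were grouped by their titles. The tests, the gene lists and the alternatives were fixed before the data were examined, except where the text says otherwise. Genes with a value of at least 10 in at least 4 of the 8 libraries were tested. Values were transformed to log2 after adding a pseudocount of 1, a linear model with 1 term for the group was fitted with limma 3.58.1 (lmFit, then eBayes with an intensity trend), and p-values were adjusted by the Benjamini-Hochberg method across the genes tested. A gene is called at an adjusted p under 0.05, and standard errors are those of the moderated fit. Single values were compared with exact two-sided permutation tests over the 70 assignments of the libraries to the groups, for which the smallest possible p was 0.0286. The replicate numbers in the labels are not stated to mark a shared litter, batch or day, so the fit had no term for them. The labels give no sequencing batch or date.

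Gene lists for cell types and processes of a whole joint were written before the data were examined. They were compared by camera with a preset correlation of 0.01 between genes, with fry and camera with an estimated correlation beside it, for lists with at least 5 tested genes. Of 20 such lists 19 were tested, since the keratinocyte list had fewer than 5 tested genes, and a further list of sex-linked genes was used only to describe the libraries. A list score is the mean log2 value of its tested genes in a library. No gene stood on more than 1 of these lists, and all the tissues they describe are part of a whole knee or pass through it. A list of slow muscle genes and a list of oestrogen receptor targets were written after some of their members' values had been seen.

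The rule for naming genes, fixed before the data were examined, was as follows. The lysyl oxidase genes were named, and so were the 5 largest rises and the 5 largest falls among called genes whose groups did not overlap and whose mean value was at least 50. From each list, at most 3 members called over the list alone were named, those of smallest p. Genes outside this rule that are named in the closing section were chosen after their values were seen.

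The tests were checked on simulated counts drawn from the means and library sizes of the real libraries. Among 14709 simulated genes, 197 of them changed, limma called 151 genes, 6 of them falsely, and found 59.6% of the genes changed by a log2 of 1 and 87.8% of those changed by a log2 of 2. edgeR 4.0.16 called 156 genes with 5 false calls, and DESeq2 1.42.0 called 209 with 42 false calls. Both camera and fry called the single shifted list among 20 and 0 of the unshifted ones. The simulated genes were drawn independently, so that check could not show how either test behaves when the genes of a list move together.

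The alternatives were pseudocounts of 0.1 and 10, other filters on low values, TMM scaling, quantile normalisation, and a scaling on the genes left after removing the muscle, erythroid and neutrophil lists and the 50 highest genes. Others were a replicate block, array weights, robust eBayes, the log2 value of Xist or the muscle score as a covariate, removal of each library's trend with GC content and gene length, stricter and looser thresholds, and leaving out each library in turn. edgeR's quasi-likelihood test and DESeq2 were run on the recovered reads. After the data had been seen, a fit on the 5 libraries with Xist reads was added, as were the Xist covariate for the list and Loxl2 results and the GC and length correction for the list medians and Loxl2. Figures and tables were made with R 4.3.3, Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Reads per exon and per allele were not analysed here. The identity of 1 overlapping gene is not reported here.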

Results

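RNA was measured in whole knee joints of mice by poly-A sequencing, in 4 libraries labelled control and 4 labelled knockout for Loxl2, the gene of the collagen-crosslinking enzyme lysyl oxidase-like 2. The knockout is conditional, made by a Cre recombinase under the control of Acan, a gene of cartilage cells, and the library names of all 8 joints carry DMM, which usually stands for a surgery of the meniscus. The control samples are described as vehicle-treated, so any treatment that the knockout samples received in place of vehicle is part of the contrast. The control libraries held 14938722, 17171031, 17411617 and 15356843 reads assigned to genes, in the order of their replicate numbers, and the libraries labelled knockout held 13991000, 15990167, 14000155 and 15057183. Within the groups, the counts of each of the 12 pairs of libraries differed by more than counting error, with a chi-square per degree of freedom of 25.79 to 66.1, so no library appeared to have been deposited in duplicate. That check covers counting error only, and the libraries were taken as separate samples from their labels. Values are given below as normalised read counts, mean ± SD with n = 4 per group, and differences as the log2 difference of the libraries labelled knockout from those labelled control.

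The targeted gene was examined first, as a check of the labels. Loxl2 lies on chromosome 14 from 69609068 to 69695834 on the plus strand of mm10, and the annotation places Gm27177 and Gm37513 on the opposite strand and Mir6950 on the same strand within it. The use of strand in the authors' counting is not stated, so reads from such overlapping genes were not necessarily kept apart. Of the 46 genes named by rule, 19 overlap another annotated gene, Loxl2 among them. The same doubt about strand holds where the other gene lies opposite, as for Lox, Klk1, Runx2 (opposite Supt3), S100b (opposite Dip2a) and Junb (opposite Prdx2). For some, such as Ctss and Spp1, the overlap is on the same strand only, where the use of strand could not keep the reads apart. The normalised read count of Loxl2 was 282, 349, 1135 and 311 in control replicates 1 to 4 and 893, 1468, 960 and 1518 in knockout replicates 1 to 4. The mean was 519 ± 411 in the control group and 1210 ± 329 in the group labelled knockout, so the transcript was more abundant in the libraries labelled knockout, against the direction of the label. The log2 difference was 1.44 with a standard error of 0.40 (limma adjusted p = 0.0294), while the exact permutation test gave p = 0.0857, because control replicate 3 lay above 2 of the libraries labelled knockout. Without control replicate 3 the difference was 1.91 and the exact permutation p was 0.0286. The limma call was not kept by edgeR (adjusted p = 0.0669) or DESeq2 (adjusted p = 0.0681), nor in 5 of the 8 fits that left out a library. Their limma adjusted p-values were 0.0666 without control replicate 1, 0.0798 without control replicate 2, 0.0767 without control replicate 4, 0.0745 without knockout replicate 2 and 0.0849 without knockout replicate 4. Over 15 alternative settings the adjusted p ranged from 0.00188 to 0.0849 and the difference stayed above 0. Those settings were the pseudocounts, TMM scaling, quantile normalisation, the replicate block, edgeR, DESeq2 and leaving out each library. The other gene fits were not among them, including that with the muscle score as a covariate, which called 0 genes. Because the targeted gene went against the label, the groups are called by their labels throughout.

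The other lysyl oxidase genes were also higher in the libraries labelled knockout. Lox (chromosome 18, 52516067 to 52529867) rose from 392 ± 198 to 1439 ± 205, a log2 difference of 2.03 with a standard error of 0.35 (limma adjusted p = 0.00631). Loxl1 (chromosome 9, 58287738 to 58313186) rose from 628 ± 262 to 1454 ± 380, a log2 difference of 1.26 with a standard error of 0.28 (limma adjusted p = 0.0131). For these genes the groups did not overlap, and the exact permutation test gave p = 0.0286 for each. Loxl3 (chromosome 6, 83034173 to 83052562, overlapped by Htra2 on the opposite strand) rose by 1.03 with a standard error of 0.26 (limma adjusted p = 0.0197, exact permutation p = 0.0571), and its limma call was lost without control replicate 2 (adjusted p = 0.0531), knockout replicate 2 (0.0506) or knockout replicate 4 (0.0601). Loxl4 (chromosome 19, 42593982 to 42612813), with means of only 34.6 ± 21.3 and 58.0 ± 10.8, was not called (log2 difference 0.89, limma adjusted p = 0.113, exact permutation p = 0.114), but was called without control replicate 1 (log2 difference 1.25, adjusted p = 0.0238). Adjusted over the 5 genes, the exact p-values were 0.0714 for Lox and Loxl1, 0.0952 for Loxl3, 0.107 for Loxl2 and 0.114 for Loxl4, so none passed 0.05 by the exact test.

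**Figure D1:**
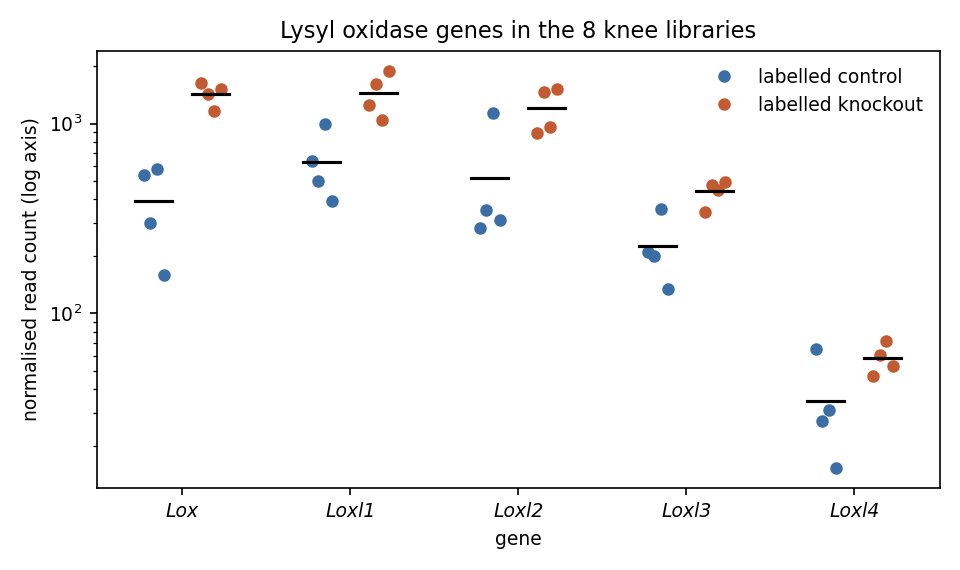
Normalised read counts (log axis) of the 5 lysyl oxidase genes in the 4 libraries labelled control (blue) and the 4 labelled knockout (orange); each point is a library and each bar a group mean. For Lox and Loxl1 the groups do not overlap, whereas control replicate 3, at 1135 for Loxl2, lies among the libraries labelled knockout.

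The principal comparison asked which genes differ between the groups after the injury. Over the 14949 genes tested, the first principal component held 43.4% of the variance and separated the groups, with control libraries between -56.7 and -15.4 and libraries labelled knockout between 15.3 and 53.3. The second held 13.6% and did not. Pearson correlations across genes, which are not independent replicates, were 0.964 to 0.968 between control libraries, 0.960 to 0.972 between libraries labelled knockout, and 0.923 to 0.967 between the groups.

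Of the genes tested, 3461 (23.2%) were called by limma at an adjusted p under 0.05, 1732 higher and 1729 lower in the libraries labelled knockout, and 5741 had an unadjusted p under 0.05. The groups did not overlap for 1747 higher and 2010 lower genes, together 25.1% of the genes tested against the 2.86% that chance gives. The median log2 difference of all tested genes was 0.00 and the median standard error 0.17. Rises were larger than falls, since 763 of the called genes were higher by a log2 of at least 1 and 58 were lower by as much. The balance of calls depended on the scaling. With each library scaled on the genes left after removing the muscle, erythroid and neutrophil lists and the 50 highest genes, 3493 genes were called, 2708 higher and 785 lower (77.5% higher, against 1732 of 3461 under the deposited scaling), and the median difference of all genes moved to 0.15. The count itself moved most with the score of the muscle list as a covariate, under which 0 genes were called and 643 had an unadjusted p under 0.05. Of the variance of that score 84.0% lay between the groups, so the fit had little with which to tell score and group apart. Single libraries carried part of the count, which was 1751 without knockout replicate 4, 1887 without control replicate 2 and 2194 without control replicate 4.

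The largest rises among called genes with separate groups and a mean of at least 50 were in Klk1, Prss35, Flrt1, Ptn and Postn. Klk1 (chromosome 7, 44225360 to 44229618), which encodes a kallikrein peptidase, had 3.78 ± 3.34 normalised reads in the control group and 120 ± 73.8 in the group labelled knockout, a log2 difference of 4.84 with a standard error of 0.69 (limma adjusted p = 0.00427). Its control libraries held at most 8 reads, and the difference depended on the pseudocount, from 3.09 to 5.87. Prss35 (chromosome 9, 86743649 to 86758443) rose from 24.3 ± 24.4 to 292 ± 180, a difference of 4.16 ± 0.91 (SE, limma adjusted p = 0.0131). Flrt1 (chromosome 19, 7092001 to 7105729) rose from 58.9 ± 45.9 to 736 ± 214, a difference of 3.84 ± 0.43 (SE, limma adjusted p = 0.00397), and lies opposite Macrod1, so that its count is uncertain where strand was not used. Ptn, the pleiotrophin gene (chromosome 6, 36714929 to 36810220), rose from 59.4 ± 30.6 to 782 ± 224, a difference of 3.79 ± 0.32 (SE, limma adjusted p = 0.00292). Postn, the periostin gene (chromosome 3, 54361109 to 54391037), rose from 852 ± 610 to 7616 ± 555, a difference of 3.42 ± 0.40 (SE, limma adjusted p = 0.00397). Each was higher in 4 of 4 libraries labelled knockout than in any control library, and each stayed called in every fit that left out a library.

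The largest falls were smaller. Pdk4, a pyruvate dehydrogenase kinase gene (chromosome 6, 5483351 to 5496309), fell from 8161 ± 2333 to 2592 ± 934, a log2 difference of -1.68 with a standard error of 0.27 (limma adjusted p = 0.00517). The other 4 rest on lower or less certain counts. Srp54b (chromosome 12, 55155104 to 55189573; log2 difference -2.09, SE 0.51, limma adjusted p = 0.0192) has near-identical copies with which reads can be shared. Gm28653 (chromosome 1, 20669882 to 20684298; -2.06, SE 0.50, adjusted p = 0.0183) is a non-coding gene that overlaps Mir206 and Mir133b. BC048679 (chromosome 7, 81494275 to 81498281; -1.60, SE 0.39, adjusted p = 0.0180) had means of 115 ± 31.9 and 40.1 ± 17.5. Gm38158 (chromosome 1, 176835724 to 176836062; -1.56, SE 0.38, adjusted p = 0.0182) is annotated as a processed pseudogene inside Sdccag8. The limma call was lost for Gm28653 without control replicate 2 (adjusted p = 0.0550), for BC048679 without control replicate 4 (0.0511), and for Gm38158 without control replicate 4 (0.0519) or knockout replicate 4 (0.0556).

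**Figure D2:**
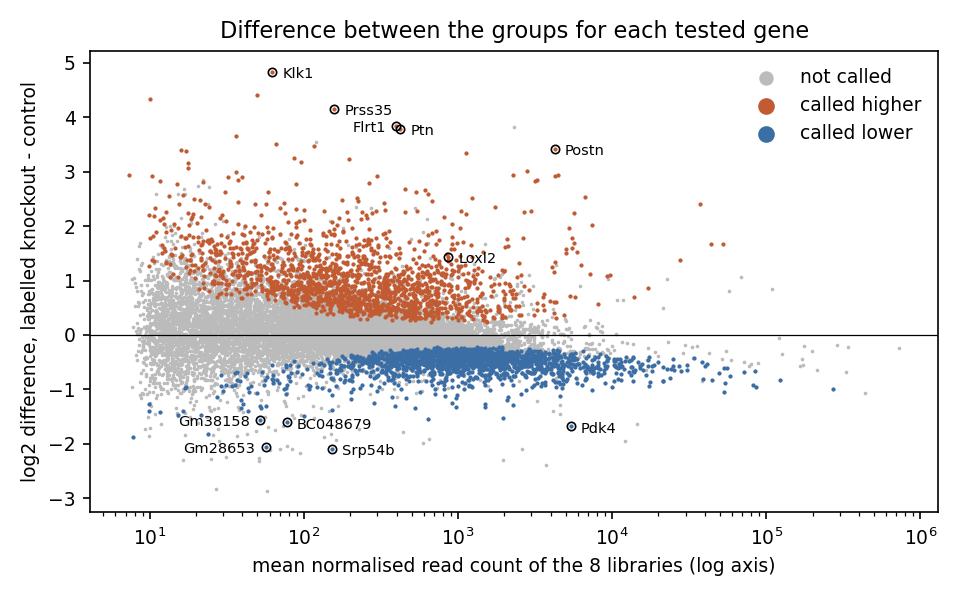
Log2 difference between the libraries labelled knockout and control against the mean normalised read count of the 8 libraries (log axis), for each of the 14949 tested genes; called genes are orange (1732 higher) or blue (1729 lower), and circles mark Loxl2 and the 5 largest rises and falls chosen by the naming rule. Called rises reach larger differences than called falls, 763 against 58 beyond a log2 of 1.

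A few genes took a large share of the reads. The 50 highest genes of each library held 40.0 ± 0.70% of its summed values in the control group and 35.9 ± 2.90% in the group labelled knockout, a difference of -4.11 percentage points that was not significant (exact permutation p = 0.0857). It became so without knockout replicate 3 (-5.40, exact permutation p = 0.0286). The 18 genes of the skeletal muscle list alone held 16.1 ± 0.17% and 11.6 ± 1.15% (difference -4.43, exact permutation p = 0.0286).

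The series title names joint homeostasis, pain, inflammation and osteoarthritis, and a whole joint holds several tissues, so 19 gene lists were compared. Camera with the preset correlation called 11 of them, fry called 8, and camera with an estimated correlation called 0, with 1 list at an unadjusted p under 0.05. The exact permutation test of the list score gave the smallest possible p of 0.0286 for 7 lists, none of which passed 0.05 after adjustment over the 19 lists (adjusted p = 0.0776). Of the 35 ways to split the 8 libraries into 4 and 4, the real split included, 10 gave at least 11 lists called by camera, among them 7 that kept 3 of the 4 libraries of each group together. The camera p-values below are therefore given only beside the other tests. Over all 19 lists, 92 of 228 tested genes were called when adjusted over the list alone and 68 when adjusted over all genes tested.

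The 7 lists with separate scores under the exact test were called by camera and fry alike. The skeletal muscle list fell, with a median log2 difference of -0.59 and 18 of 18 genes lower (camera adjusted p = 7.7e-07, fry adjusted p = 0.0146). Its most significant members were Casq1 (-0.79), Pygm (-0.91) and Myoz1 (-0.62), and 14 of its genes were called when adjusted over the list alone and 6 over all genes. Fibroblast genes rose by a median of 1.56, with 16 of 16 higher (camera adjusted p = 2.0e-06, fry 0.0193) and 15 called over the list alone, 13 over all genes. Postn, Col5a1 (1.96) and Pdgfra (1.31) had the smallest p-values. Macrophage genes rose by 1.26 with 12 of 12 higher (camera 2.4e-05, fry 0.0146), 10 called over the list alone and 9 over all genes, among them C1qb (1.28), Cd68 (1.71) and C1qa (1.18). Matrix breakdown genes rose by 1.29 with 14 of 15 higher (camera 3.4e-05, fry 0.0146), 13 called over the list alone and 8 over all genes, among them Ctss (1.72), Mmp14 (2.28) and Adamts4 (2.33). The lysyl oxidase list rose by 1.26 (camera 0.00372, fry 0.0195), with 5 of 5 genes called over the list alone and 4 over all genes.

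The pain and sensory neuron list rose by a median of 0.65 with 17 of 18 genes higher (camera adjusted p = 0.00247, fry 0.0146), and 5 genes were called over the list alone and 4 over all genes. Ccr2 (1.99), Gfra1 (1.57) and Bdkrb1 (2.81) led it, Bdkrb1 with at most 24 reads in a control library; the first of these is also expressed by monocytes. Its median fell to 0.40 under quantile normalisation (exact permutation p = 0.0571). The inflammation list, of which 10 of 24 genes were abundant enough to test, rose by 0.68 with 9 of 10 higher (camera 0.0123, fry 0.0146), and 4 genes were called over the list alone and 3 over all genes. Il1rn (1.27), Ptges (1.23) and Ccl7 (1.79) led it at low counts, with means in the libraries labelled knockout of 31.6 ± 9.53, 98.9 ± 23.6 and 26.4 ± 16.1. Leaving out any of the 4 libraries labelled knockout brought the exact permutation p of the fibroblast, lysyl oxidase, matrix breakdown and pain lists to 0.0571, although the scores of the groups stayed separate. With 3 libraries against 4, the split of control replicates 1, 2 and 4 against control replicate 3 and the libraries labelled knockout gave a larger difference than the real one. The medians lay between 1.51 and 1.69 for fibroblasts, 1.12 and 1.41 for lysyl oxidases, 1.02 and 1.52 for matrix breakdown and 0.60 and 0.75 for pain. Among the named genes of these 2 lists, the limma call of Bdkrb1 was lost without control replicate 2 or 4 or any of the libraries labelled knockout (adjusted p 0.0544 to 0.0803). That of Ccl7 was lost without the same libraries (0.0629 to 0.107), and that of Ptges without control replicate 2 or 4 or knockout replicate 1, 2 or 4 (0.0511 to 0.0975). With all libraries, Bdkrb1 lost its limma call at a pseudocount of 0.1 (adjusted p = 0.0728) and under quantile normalisation (0.0584). It also lost its call under the replicate block (limma adjusted p = 0.0543) and with edgeR (edgeR adjusted p = 0.0575). Over the settings with all libraries, the log2 difference of Bdkrb1 ranged from 1.48 to 3.75.

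For 4 further lists camera gave a call that the exact test did not give. Osteoclast genes had the largest median change of the lists, 2.81 with 8 of 8 genes higher (camera adjusted p = 0.000428, fry 0.0420, exact permutation p = 0.0571), and 8 were called over the list alone and 7 over all genes, among them Ctsk (2.53), Oscar (3.47) and Dcstamp (3.51). Control replicate 1 decided that test, since without it the median was 3.66 and the exact permutation p was 0.0286. The hypertrophy and bone list rose by 1.41 with 15 of 15 genes higher (camera 0.00247, fry 0.112, exact permutation p = 0.114), and without control replicate 1 by 1.73 (exact permutation p = 0.0286). It had 5 genes called by either adjustment, led by Spp1 (2.02), Alpl (1.19) and Runx2 (1.75). The cartilage matrix list rose by 0.76 with 17 of 18 higher (camera 0.00867, fry 0.0696, exact permutation p = 0.171), and 6 genes were called over the list alone and 3 over all genes, Fmod (1.51), Col11a1 (2.17) and Hapln1 (1.28). Its median was 0.39 without control replicate 3, 0.46 without control replicate 4, 1.01 without control replicate 1 and 0.29 with Xist as a covariate. Erythroid genes were lower by a median of -1.91 in 11 of 11 genes (camera 0.00247, fry 0.134, exact permutation p = 0.114), with 0 genes called by either adjustment and 9 at an unadjusted p under 0.05. The limma call was lost for Dcstamp without control replicate 2 (adjusted p = 0.0549), knockout replicate 1 (0.0502) or knockout replicate 4 (0.0582). It was lost for Alpl without control replicate 2 (0.0554), control replicate 4 (0.0532) or knockout replicate 1 (0.0517). For Runx2 it was lost without control replicate 4 (0.0550), knockout replicate 1 (0.0537) or knockout replicate 4 (0.0558), and for Hapln1 it was lost without knockout replicate 4 (0.0513).

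The remaining 8 lists were not called by camera. The score of the immediate early genes rose by 0.36 (exact permutation p = 0.0571), a difference that reached p = 0.0286 under the scaling on the remaining genes and without knockout replicate 3 (median difference 0.60 and 0.52). Junb (1.17), Ier2 (0.69) and Egr1 (1.08) were its called genes of smallest p, and 5 of its genes were called over the list alone, 4 of them higher. The neutrophil, B lineage, interferon, fat, Schwann, endothelial and dividing cell scores differed by -0.65, -0.43, 0.19, -0.15, 0.08, -0.04 and 0.06, with exact permutation p-values of 0.429, 0.657, 0.400, 0.629, 0.771, 0.857 and 0.971. Of these lists, S100b (1.18) was called on the Schwann list and Lpl (-0.69) on the fat list, each over the list alone and over all genes. The call of Lpl was lost without control replicate 2 (limma adjusted p = 0.0639), control replicate 4 (0.0618), knockout replicate 1 (0.0611) or knockout replicate 2 (0.0654). With all libraries it was lost under quantile normalisation (log2 difference -0.40, limma adjusted p = 0.108).

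**Figure D3:**
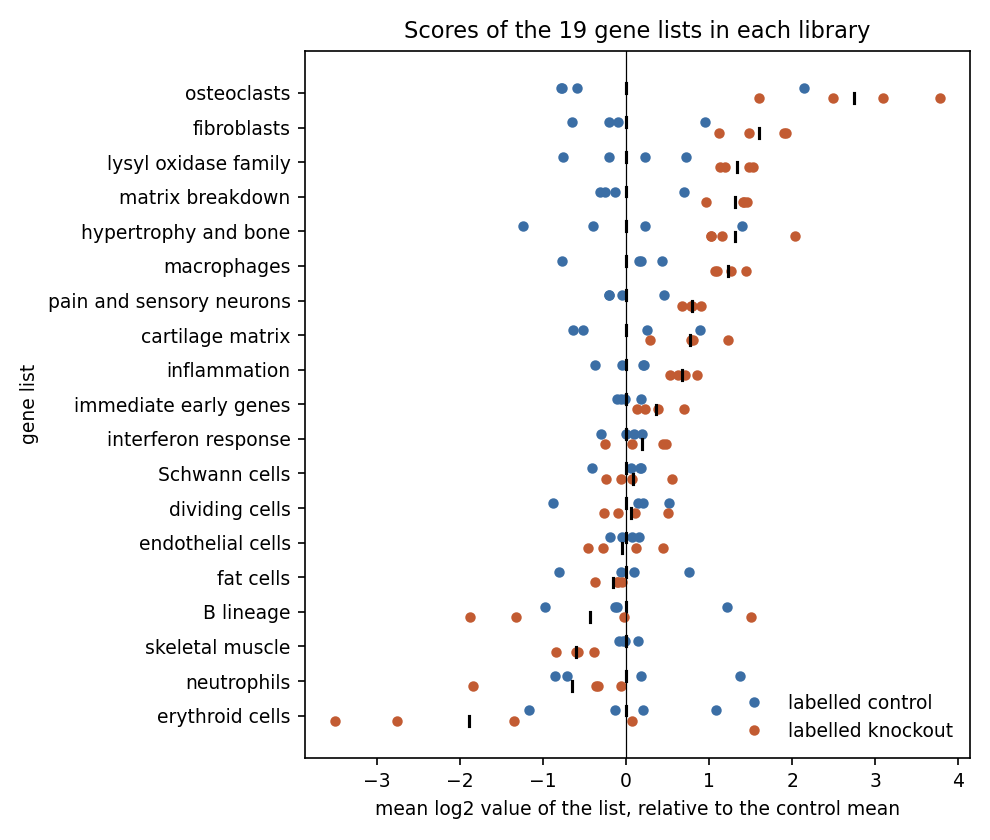
Score of each of the 19 gene lists per library, as the mean log2 value of the list's tested genes relative to the control mean; blue points are libraries labelled control, orange points libraries labelled knockout, and bars are group means. Muscle scores of the libraries labelled knockout lie below all control scores, fibroblast and macrophage scores above them, and the endothelial and Schwann scores overlap.

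The libraries also differed in the expression of sex-linked genes, on which the labels are silent. Xist had 2241 and 3260 normalised reads in control replicates 1 and 2 and 4584, 3754 and 4681 in knockout replicates 1, 3 and 4, against at most 5.99 in control replicates 3 and 4 and knockout replicate 2, the 3 libraries with reads of the Y-linked genes Ddx3y, Kdm5d, Uty and Eif2s3y. Among the 5 libraries with Xist reads, 2 control and 3 labelled knockout, the log2 difference was 1.79 for Loxl2, 1.65 for the fibroblast score and -0.63 for the muscle score, each with an exact permutation p of 0.10, the smallest that 2 against 3 allow. Among the 3 libraries without them, 2 control and 1 labelled knockout, the differences were 1.30, 1.78 and -0.58, with too few libraries to test. A limma fit with log2 Xist as a covariate called 3162 genes, 2796 of them among the 3461.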

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

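The other scalings and the gene fits with Xist as a covariate or with GC and length trends removed were among the alternatives fixed before the data were examined, as was the count of genes over other splits of the libraries. The use of those alternatives to weigh an explanation, and the other tests in this part, were chosen after the results had been seen. In each group of 4 libraries, the gap between the highest or lowest library and its nearest neighbour was divided by the range of the group, for 136 sets of 4 values. Of these sets, 11 exceeded the 95% limit for a lone value, where chance alone gives about 6.8. Most are therefore no more than such a search returns, and several share a library or a list and are not independent.

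The value that bears most on the study is Loxl2 in the control group, where control replicate 3, at a log2 value of 10.15, stood apart from the others at 8.15 to 8.45 (ratio 0.847). The pattern around it is that Loxl2 was higher in the libraries labelled knockout. Scaling of the values does not account for it, since the smallest log2 difference over 3 other scalings was 1.44. A swap of control replicate 3 with a library labelled knockout is also argued against. On the genes called without it, with the mean of the other control libraries at 0 and that of the libraries labelled knockout at 1, control replicate 3 lay at 0.36. The other control libraries, each placed in the same way, lay at -0.21 to 0.19 and the libraries labelled knockout at 0.63 to 1.21. A larger share of connective tissue may account for the rise. Fibroblast genes were higher in the same libraries, and log2 Loxl2 minus the fibroblast score differed between the groups by -0.16 (exact permutation p = 0.514), with control replicate 3 also highest of the control libraries in the fibroblast score. Relative to the cartilage matrix score, log2 Loxl2 differed by 0.67, in the other direction (exact permutation p = 0.457). A lower Loxl2 in the libraries labelled knockout was thus not detectable relative to either list. Of the 16 fibroblast genes, 13 were called over all genes, among them the matrix genes Postn (3.42) and Col3a1 (2.40). That score therefore cannot part cell content from matrix expression that Loxl2 may share. With 4 libraries per group, the exact permutation p of 0.514 also does not show that no difference is left. Whether the group labels are swapped cannot be told from these values, and no other marker of the genotype was analysed here. The deletion is aimed at cells that express Acan, and a gene count of a whole joint sums over all cells and over transcripts that the deletion may leave truncated; reads per exon were not analysed here. An effect of the deletion on Loxl2 transcription in other cells stays open and untested.

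The osteoclast list in the control group (ratio 0.935) and its member Oscar (ratio 0.843) were both flagged for control replicate 1, whose osteoclast score was 8.33 against 5.41 to 5.6 in the other control libraries. That library may have held more bone and marrow. Of 4 lists of bone and marrow, 3 (hypertrophy and bone, neutrophils, B lineage) were highest in control replicate 1 among the control libraries, but the erythroid list was not, so that more bone and marrow in that library stays possible and is not settled. A difference between the animals of the control group was not tested.

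In the group labelled knockout, knockout replicate 1 was high for the hypertrophy and bone list (ratio 0.864; score 8.56 against 7.55 to 7.68), knockout replicate 3 low for matrix breakdown (ratio 0.893; 9.65 against 10.10 to 10.15), and knockout replicate 4 low for neutrophils (ratio 0.836; 5.01 against 6.50 to 6.79) and high for Junb (ratio 0.880; log2 10.07 against 9.62 to 9.68). Knockout replicate 2 was low for BC048679 (ratio 0.843; 3.96 against 5.49 to 5.78) and for Hapln1 (ratio 0.843; 7.01 against 7.82 to 7.97). In the control group, control replicate 2 was high for the share of the 50 highest genes (ratio 0.844; 41.1% against 39.6 to 39.8%) and low for Egr1 (ratio 0.837; 7.93 against 8.64 to 8.78). No explanation was tested for these values, technical or biological.

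The number of called genes was set against other splits of the same libraries. Of the 35 splits into 4 and 4, 1 (the real one) gave as many genes as 3461, the next largest number was 4, and 29 splits gave 0. The 11 lists called by camera did not stand out in that way, since 10 of the 35 splits gave as many, up to 14. The other splits are not all free of the real contrast. Of the 16 splits that kept 3 of the 4 libraries of each group together, 7 gave as many lists, and of the 18 splits with 2 libraries of each group on either side, 2 did. The number of lists by camera is thus no evidence for the grouping, and it is not shown to be as large by chance alone either. Trends with GC content and gene length do not explain the gene calls, as 3262 of them were shared with the fit that removed those trends, and neither does the unequal number of libraries with Xist reads, as 2796 were shared with the fit that had Xist as a covariate. Muscle content as the whole cause of the calls is not excluded. The fibroblast score moved apart from the endothelial score by 1.65 (exact permutation p = 0.0571). That is more than the SDs of that difference within the groups, 0.54 in control and 0.67 in knockout. Muscle holds its own vessels, whose markers could fall with it, so that divergence cannot decide the question. The fit with the muscle score as a covariate does not settle it either, because 84.0% of the variance of that score lay between the groups. How many of the calls follow muscle content in part was not tested.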

How the results depend on the processing

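The fit on the libraries with Xist reads, the Xist covariate for the list and Loxl2 results and the GC and length correction for these were chosen after seeing the data. The count of 3461 called genes stayed within 1.5 times under 19 of 26 settings, among them 3427 and 3537 with pseudocounts of 0.1 and 10, 3466 under TMM scaling, 2572 under quantile normalisation (2164 of them shared, with 4 of the 3461 genes in the opposite direction), 3324 with edgeR, 4134 with DESeq2 and 5071 at an adjusted p under 0.1. It fell to 885 (577 higher, 308 lower) in the fit on the 5 libraries with Xist reads, where fewer libraries were used, and to 821 (763 higher, 58 lower) with an absolute log2 difference of at least 1. With the muscle score as a covariate it was 0 (0 higher, 0 lower), with 643 genes at an unadjusted p under 0.05; 578 of the 3461 genes then had the opposite direction, and 84.0% of the variance of the score lay between the groups. Scaling on the remaining genes gave 2708 higher and 785 lower, since that scaling moved the median of all genes to 0.15. Across the 8 fits that each left out a library, the count ranged from 1751 (without knockout replicate 4) to 3841 (without knockout replicate 3), with 831 to 1840 higher and 913 to 2001 lower.

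The libraries share replicate numbers across the groups. With the replicate number as a block, 2018 genes were called (1117 higher, 901 lower), 1924 of them shared. Same-numbered libraries did not deviate together: the correlations of their deviations from the group means were 0.21, -0.12, -0.23 and -0.063 for replicates 1 to 4, against a mean of 0.017 for other pairings. The numbers are therefore not taken to pair the samples. Camera called 12 lists under the block. Of the 46 named genes, 6 called without the block were not called with it, among them Loxl2 (limma adjusted p = 0.0513).

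Loxl2 was higher in the libraries labelled knockout under all 16 settings, including the replicate block, which cannot change its difference. The log2 differences were 1.42 to 1.69 over the limma settings with all libraries and 1.24 to 1.91 when a library was left out. These are differences of mean log2 values; the fold changes fitted by edgeR and DESeq2 on the reads of all libraries were lower, 1.23 and 1.22. The change crossed the exact threshold only without control replicate 3.

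The number of lists called by camera stayed at 8 to 12 under 16 of 17 settings, and was 0 with the correlation estimated per list, a test that allows for genes that move together. Of 266 list medians under other settings with an exact test, 233 kept direction and side of the threshold, 17 kept their direction but no longer passed it, 4 newly passed it and 12 reversed. Apart from the pain list under quantile normalisation, the 17 are the fibroblast, lysyl oxidase, matrix breakdown and pain lists without each of the libraries labelled knockout, where the groups stayed separate and some medians grew. A further 38, under the replicate block and the Xist covariate, had no such test and kept their direction. Those under the block could not do otherwise, since a block in a balanced design leaves the group difference unchanged. Under quantile normalisation the pain list had a median of 0.40 (exact permutation p = 0.0571) and the dividing cell list reversed to -0.10. Scaling on the remaining genes reversed the Schwann list to 0.12 and the endothelial list to 0.063, and took the immediate early genes past the threshold at 0.60; relative to the shifted median of all genes these were -0.03, -0.08 and 0.45, so the shift itself accounts for the reversals. The cause of the changes under quantile normalisation was not tested. When a library was left out, medians ranged from 1.004 to 1.73 for hypertrophy and bone, 2.46 to 3.66 for osteoclasts, 1.33 to 1.81 for fibroblasts, 1.06 to 1.51 for lysyl oxidases, 1.02 to 1.65 for matrix breakdown, 0.56 to 0.76 for pain, 0.39 to 1.01 for cartilage matrix, 0.19 (without knockout replicate 1, and 0.20 without control replicate 4) to 0.42 for interferon response, -0.95 (without control replicate 2) to -0.14 (without control replicate 1, and -0.25 without knockout replicate 4) for neutrophils and 0.34 to 0.52 for immediate early genes. They changed sign for B lineage (-1.19 to 0.29; without control replicate 1 or knockout replicate 4), fat (-0.31 to 0.070; without control replicate 1 or knockout replicate 3), Schwann (-0.11 to 0.034) and endothelial cells (-0.21 to 0.057; each without control replicate 3 or knockout replicate 1) and dividing cells (-0.076 to 0.30; without control replicate 3), none of which was called. The muscle, macrophage and inflammation lists kept an exact permutation p of 0.0286, the smallest possible, under every setting with such a test, but not their size. Under quantile normalisation the muscle median shrank to -0.23 and the inflammation median to 0.44. Among the named genes, Myoz1 (limma adjusted p = 0.115), Ptges (0.0646), Ccl7 (0.0787), Bdkrb1 (0.0584) and Lpl (0.108) lost their call under that normalisation.

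The share of the 50 highest genes differed by -2.92 percentage points for the 10 highest genes (exact permutation p = 0.143) and by -5.03 for the 200 highest (p = 0.0286), and by -5.40 to -3.18 when a library was left out. The cause was not tested.

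Of the 46 named genes, 30 kept their call in all 15 settings in which they were followed. Those settings were the pseudocounts, TMM scaling, quantile normalisation, the replicate block, edgeR, DESeq2 and leaving out each library. The other gene fits were not among them, including that with the muscle score as a covariate, which called 0 genes. Over 690 combinations of gene and setting, 59 were weaker, 1 was stronger and 0 reversed. Bdkrb1, Ccl7 and Loxl2 lost their call most often. For Ccl7 and Bdkrb1 the control means were 7.38 and 7.94 normalised reads, where depth limits the estimate.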

Other observations

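The tests in this part were chosen after the results they bear on had been seen.

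A hypothesis examined here is that the joints of the groups differed in tissue content. Muscle genes were lower and fibroblast genes higher in the libraries labelled knockout. The muscle fall was uneven, at -1.07 for Myh4 and -0.06 for Myh1, so that list need not measure muscle content alone. A scaling effect is argued against, since the fibroblast minus the muscle score, a difference within a library, differed between the groups by 2.21 (exact permutation p = 0.0286). A lower share of muscle alone is not excluded, since muscle holds its own vessels, nerves and fat, whose markers could fall with it. The fibroblast score moved apart from the endothelial score by 1.65, more than the SDs of that difference within the groups (0.54 in control, 0.67 in knockout), from the Schwann score by 1.52 and from the fat score by 1.76. The exact permutation p was 0.0571, 0.0571 and 0.0286, so by that test only the separation from fat passed 0.05. Unequal numbers of libraries with Xist reads and trends with GC content and length are argued against too, as the median change of the fibroblast list was 1.58 with Xist as a covariate and 1.56 with the trends removed. A different cut of the joint at dissection stays open. Genes of slow muscle fibres, a list written after its values had been seen, had a score lower by a log2 difference of -1.02 in the libraries labelled knockout (exact permutation p = 0.429), which does not separate the groups. The same list shows how unequal the dissected pieces may be. Myh7, the slow myosin gene, varied 55.2-fold among the control libraries, from 197 in control replicate 3 to 10894 in control replicate 4, and 143-fold among those labelled knockout, from 46.8 in knockout replicate 3 to 6700 in knockout replicate 4. An effect of the deletion, or of any treatment given with it, on the tissues of the joint also stays open and was not tested apart from dissection.

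Greb1, chosen after its values were seen, is a target of the oestrogen receptor. It had 55.2, 45.4, 11.2 and 13.1 normalised reads in control replicates 1 to 4 and 68.8, 61.6, 64.2 and 72.2 in those labelled knockout. The log2 difference was 1.38 (limma adjusted p = 0.0615, so not called; exact permutation p = 0.0286, unadjusted). Within the control group the lower values belonged to the 2 libraries without Xist reads, whereas knockout replicate 2, also without them, was at 61.6. Exposure to a ligand of the receptor, as some inducible Cre systems need, could give such a pattern, though the labels name neither an inducible Cre nor a ligand. The score of 9 other targets differed by 0.16 (exact permutation p = 0.143), with 7 of the 9 higher and 3 called, of which Wnt4 (-0.68) and Celsr2 (-0.67) were lower and Igfbp4 (0.82) was higher. Of 2 further targets too low to be tested, Pgr had 2.16, 0, 0 and 0 normalised reads in the control libraries and 10.97, 5.13, 6.52 and 6.16 in those labelled knockout. Cited1 had 7.57, 4.04, 2.80 and 1.10 in the control libraries and 2.99, 4.28, 3.26 and 2.64 in those labelled knockout. At counts of a few reads, Pgr goes with the explanation and Cited1 does not. The tested targets go both ways and decide nothing, so exposure to a ligand cannot be told apart from other differences between the groups.

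Among the 20681 gene names, 23 were whole numbers between 44986 and 45180. Their form is that of dates stored as day numbers by a spreadsheet, and the genes behind them were not named or used by name here.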
